A study of Homo sapiens with 8 samples. Its data were reported in "The m6A demethylase ALKBH5 promotes tumor progression by inhibiting RIG-I expression and interferon alpha production through the IKKε/TBK1/IRF3 pathway in head and neck squamous cell carcinoma" (2022).

How the data were processed

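Methylated RNA immunoprecipitation sequencing (MeRIP-seq) enriches fragmented RNA with an antibody against N6-methyladenosine (m6A) and sequences the enriched fragments beside an input sample that was not immunoprecipitated. The data came from Cal27, an established line of human tongue squamous cell carcinoma, 24 h after transfection with a scrambled siRNA (si-scramble) or an siRNA against ALKBH5, an enzyme that removes m6A from RNA (si-ALKBH5). The series holds 8 samples, made of 2 immunoprecipitated and 2 input samples per siRNA. Each immunoprecipitated library has 1 list of m6A peaks, in which the input of the same library served as background, so the comparisons rest on 4 peak lists, 2 per group. Peak lists labelled NC were taken as those of the si-scramble samples, by the meaning negative control. The study describes its motif mapping as done on independent biological replicates, and the labels do not say whether these came from separate cultures.

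Per the submitters' processing notes and the study's methods, the authors trimmed the reads with cutadapt 1.9.3, aligned them to hg19 with HISAT2 2.0.4 and called peaks in each library with MACS, whose version is not given in the sources used here. Replicates were not pooled. The deposited lists name 1 transcript and 1 gene for each peak. The deposited fold enrichment is the ratio of immunoprecipitated signal over local background that MACS gave the peak. The deposited score is minus 10 times the log10 of the peak's p-value, with a ceiling of 3100 for most of the strongest peaks. The deposited false discovery rate is in percent and reached above 50% for part of the peaks in every library, so the lists hold weak calls as well as strong ones. These values are the authors' own for each peak and were used only to describe, rank or filter peaks within a list. The lists contain no read counts, so depth per library is unknown and a peak that is missing from a list is not evidence that the site was unmethylated. Transcript abundance changes the chance that a peak is called, and expression in the input samples was not analysed here.

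The files have no strand column. The strand of each peak was therefore that of its assigned gene in the GENCODE annotation for GRCh37, the assembly behind hg19. Genes were matched by Ensembl identifier for 34217 peaks, by symbol for 2748 and by the current symbol of the NCBI gene number for 137. The remaining 715 of 37817 peaks (1.89%), from 291 of 9747 genes, had no match and were joined without a strand and left out of position and motif counts. Starts in the files count from 0, since 9769 peak starts equalled an exon start when read that way and 191 when read as counting from 1. Printed starts were converted to count from 1. Peaks of all libraries that shared at least 1 base on 1 strand were joined into regions. A region was called si-ALKBH5-specific if both si-ALKBH5 libraries and neither si-scramble library had a peak in it, and si-scramble-specific in the opposite case. The background for these counts was the same count for the 4 pairs of libraries that mix the groups. The ratio of both geometric means, for the group pairs and for the mixed pairs, removes the effect of list length. Its 95% interval came from 2000 bootstrap draws over genes. The 4 libraries were held fixed, so bootstrap intervals here do not cover variation between libraries or transfections.

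Numbers per library were compared with two-sided exact permutation tests, which cannot reach a p of 0.05 with 2 libraries per group. Overlap of bases between libraries was the Jaccard index. Position was assigned by the middle of the exonic bases of each peak, on the transcript with most exonic overlap. Motifs were counted in the central 100 bases of each peak and in windows of the same length beside it in the same gene. Fisher's exact test, two-sided, compared 19 gene lists with all other genes that had a peak, with Benjamini-Hochberg adjustment over 38 tests. The prefix that defines the ribosomal protein list was read without the RPS6K kinases. GO biological process terms and pathways attached to genes in the files, with 20 to 500 background genes, were tested with one-sided Fisher's exact tests. The GO cell was unreadable for 841 genes, which were left out of that background. Intervals for shares are 95% Wilson or exact binomial intervals and cover counting error only. Fisher's exact tests treat genes or regions as independent units. Their p-values do not cover variation between libraries or transfections.

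Genes are named by a rule fixed before the data were examined, as were the gene lists, the tests and the other settings, except where a later choice is stated. The rule takes ALKBH5, DDX58, HNRNPC and the members of the m6A, RIG-I-like receptor, interferon and study qPCR lists that hold a group-specific region. It adds the 12 genes per direction with the highest ranked specific region, up to 3 members per direction of each other list, and the 5 genes with most bases in regions of all 4 libraries. A region's rank is the lower of the fold enrichment percentiles of its peaks within their own lists. Alternatives required an overlap of 50% of the shorter peak, used the stronger part of each list, equalised list lengths, left out each library, ignored strand, used replicate number as a block, or changed the transcript, the list background or the motif window. A limit of 10% on the false discovery rate was added after the data were seen.

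The counting and the list test were tested on simulated data made from the 20348 regions. Without planted differences, 200 simulations gave a median ratio of 1.0, with 95% of values between 0.944 and 1.07. The libraries of each region were drawn at random there, so that median follows by construction. With 200 planted regions per group, in both groups at once, 100% of simulations exceeded that upper bound. A change in a single direction was not simulated, and the geometric mean of both counts dampens it. In the planted simulations 100% of lists of 40 genes with planted members passed an unadjusted p of 0.05, against 3.0% of random lists. A large share of each such list was drawn from the planted genes. That pass rate therefore does not measure the power for weaker enrichment or after adjustment. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.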

Results

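m6A peaks were mapped in Cal27 cells treated with si-scramble or si-ALKBH5, with 2 immunoprecipitated libraries per group. The si-scramble lists held 9399 and 9583 peaks and the si-ALKBH5 lists 9372 and 9463. Peaks lay in 6056 and 6208 genes in si-scramble and in 6096 and 5980 genes in si-ALKBH5. The group means were 9491.0 ± 130.0 and 9417.5 ± 64.3 peaks (SD, n = 2 per group), with an exact permutation p = 0.667, and 6132.0 ± 107.0 and 6038.0 ± 82.0 genes (SD, n = 2 per group), with an exact permutation p = 0.667. The exact permutation test of 2 against 2 libraries cannot reach a p of 0.05. Median peak scores (minus 10 times the log10 of p) were 1601.1 and 1403.3 in the si-scramble lists and 743.0 and 720.0 in the si-ALKBH5 lists, and 14.4% and 20.7% against 49.9% and 33.1% of peaks had a false discovery rate above 10%. Median fold enrichment ran the other way, 82.5 and 87.1 in si-scramble against 92.1 and 127.0 in si-ALKBH5.

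ALKBH5, the silenced m6A demethylase, had peaks in both si-scramble libraries and none in either si-ALKBH5 library. Both si-scramble libraries had a peak that began at the first base of its last exon, exon 4, and covered the stop codon, on chromosome 17 (hg19). In replicate 1 this peak spanned 18111533 to 18112155 with a fold enrichment of 13.2, and in replicate 2 it spanned 18111533 to 18111816 with a fold enrichment of 3.72. These were weak calls, with false discovery rates of 55.0% and 100%. Replicate 2 had a further peak in exon 1, in the coding sequence (CDS), from 18087606 to 18088327, with a fold enrichment of 153.0. Peak absence is not a measurement of ALKBH5 mRNA, which was not analysed here.

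**Figure D1:**
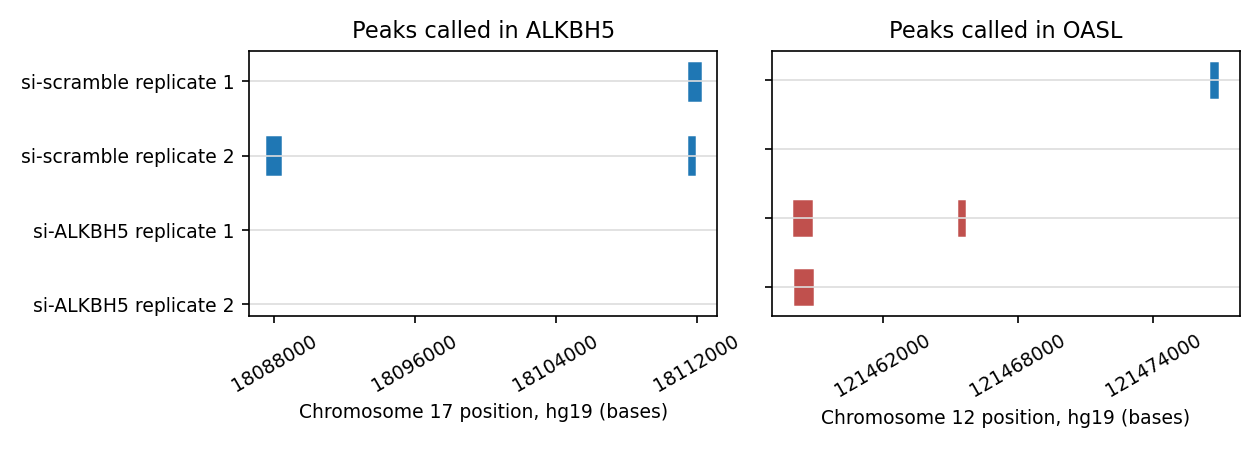
Peaks called in ALKBH5 and OASL in each library, with hg19 position in bases on the horizontal axes and 1 line per library. ALKBH5 peaks were called in si-scramble libraries (blue), and the OASL peak from 121458095 to 121458861 was called in both si-ALKBH5 libraries (red).

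To ask whether ALKBH5 silencing changed where m6A peaks were called, peaks were joined into 20348 regions. AHNAK, which encodes a giant scaffold protein, had the most bases in regions called in all 4 libraries, with 18043. It was followed by the proliferation marker MKI67 with 9165, the cadherin family gene FAT2 with 8932, the Golgi protein gene GOLGB1 with 7729 and the tumour suppressor FAT1 with 7111. All 4 libraries shared 2487 regions (12.2%), while 11384 regions (55.9%) were called in 1 library. The Jaccard index of bases was 30.3% between the si-scramble libraries and 28.9% between the si-ALKBH5 libraries, and it lay between 28.9% and 29.8% for the 4 pairs across groups. The mean within groups exceeded the mean between groups by 0.178 percentage points, against 0.163 and -0.341 for the other 2 ways of pairing the libraries.

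si-ALKBH5-specific regions numbered 691 and si-scramble-specific regions 683. The pairs of libraries that mix the groups gave between 662 and 687 such regions, with a mean of 670.0. The excess over that mean was 21.2 regions for si-ALKBH5 (95% bootstrap interval -35.0 to 76.3) and 13.2 for si-scramble (-45.0 to 75.8). The ratio of group-specific to mixed-pair regions was 1.03 (0.96 to 1.1). Genes with peaks in both libraries of one group and none in the other numbered 341 for si-ALKBH5 and 367 for si-scramble, and mixed pairs gave 320 to 365. The ratio for genes was 1.01 (95% bootstrap interval 0.927 to 1.11). A difference between groups beyond that between single libraries was therefore not detectable in these counts.

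**Figure D2:**
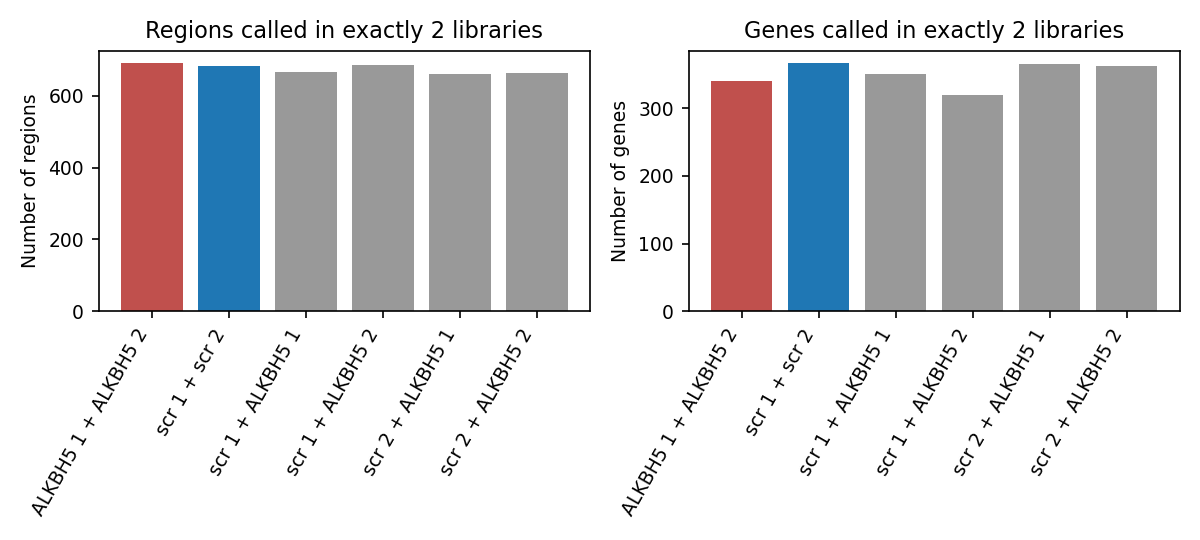
Number of regions (left) and genes (right) called in exactly 2 libraries, with the pair on the horizontal axis. Red marks si-ALKBH5, blue si-scramble and grey the mixed pairs. The 691 and 683 group-specific regions stand beside 662 to 687 regions of the mixed pairs.

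NMNAT1, an enzyme of NAD synthesis, held the highest ranked si-ALKBH5-specific region, in the CDS of exon 5 on chromosome 1 from 10042433 to 10042888. The peaks there had fold enrichments of 1750 and 1270. C1orf27 held the next, in its 3'UTR on chromosome 1 from 186389928 to 186390503. SAMD4A, a translational repressor, followed with a 3'UTR region on chromosome 14 from 55255794 to 55256730. SOGA1, TMEM102, ZNF706, TOM1L2, GABPB1, CD70, ZBTB40 and HCAR3 were also among the 12 highest, of which CD70 encodes a ligand of the tumour necrosis factor family and HCAR3 a metabolite receptor. TNFAIP3, an inhibitor of NF-kappaB signalling, completed them with a 5'UTR region on chromosome 6 from 138188325 to 138188679, with fold enrichments of 872 and 855. CD70, TMEM102, GABPB1 and C1orf27 had no peak in either si-scramble library.

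PBRM1, a subunit of a chromatin remodelling complex, held the highest ranked si-scramble-specific region, in the CDS of exon 18 on chromosome 3 from 52643637 to 52643971. Its peaks had fold enrichments of 1660 and 1540. NBN, a DNA double-strand break repair gene, followed with a CDS region in exon 11 on chromosome 8 from 90965472 to 90965887, with fold enrichments of 924 and 1560. The ubiquitin ligase gene SMURF1 held a 3'UTR region on chromosome 7 from 98625679 to 98627324. DBT, PPP3CB, PCDH18, BTF3, GTF3C5, PCDHGA8, NAP1L5, FARS2 and BLOC1S5 were the other genes among the 12 highest. PBRM1, NBN, PCDH18, PCDHGA8, NAP1L5, FARS2 and BLOC1S5 had no peak in either si-ALKBH5 library.

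DDX58 encodes RIG-I, the cytosolic RNA sensor at the centre of the study. Its 2 peaks were called in si-ALKBH5 replicate 1, and none was called in si-ALKBH5 replicate 2 or in either si-scramble library. Both lay in exon 18 on chromosome 9. The 3'UTR peak spanned 32456422 to 32456773 with a fold enrichment of 6.0 and a false discovery rate of 89.9%. The CDS peak spanned 32457033 to 32457232 with a fold enrichment of 9.22 and a false discovery rate of 72.3%. It is named by its middle and also covered the stop codon and part of the 3'UTR, since the CDS ends at 32457123. By fold enrichment the 2 peaks lay at percentiles 0.688 and 3.13 of their list. DDX58 therefore held no si-ALKBH5-specific region under the definition that requires both libraries. On the DDX58 strand the 3'UTR peak held 0 GGAC and 1 RRACH motif and the CDS peak 1 and 4. On the opposite strand they held 1 and 6, and 2 and 4. HNRNPC, which encodes an RNA-binding protein that reads m6A-dependent structure, had a region in exon 7 on chromosome 14 in all 4 libraries and no group-specific region.

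Among genes of RIG-I-like receptor signalling, 7 of 36 with a peak held a si-ALKBH5-specific region (19.4%), against 6.71% of other genes. They were the adaptor MAVS, the ubiquitin ligases TRIM25 and TRAF6, the deubiquitinases CYLD and OTUD5, and the kinases RIPK1 and MAPK14. The RIPK1 region lay in the CDS of exon 9 on chromosome 6 from 3105909 to 3106285, with fold enrichments of 150 and 698. The MAVS region lay in its 3'UTR on chromosome 20 from 3854433 to 3855294, with 12.9 and 448 and false discovery rates of 38.6% and 7.02%. The odds ratio was 3.35, with Fisher's exact p = 0.00932 and adjusted p = 0.0886, so the list did not pass. Without si-ALKBH5 replicate 1 the odds ratio was 1.45 and without replicate 2 it was 2.18, and without a si-scramble library it was 2.31 and 2.53. Leaving out a library enlarges the set of specific regions by construction. Such odds ratios, here and below, therefore do not show dependence on a library. TRAF6 was also the 1 member with a si-scramble-specific region.

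Interferon response genes held a si-ALKBH5-specific region in 9 of 61 cases (14.8%), with an odds ratio of 2.41, Fisher's exact p = 0.0205 and adjusted p = 0.153. OASL, an antiviral gene related to the oligoadenylate synthetases, had fold enrichments of 482 and 641 in a CDS region of exon 6 on chromosome 12 from 121458095 to 121458861. RSAD2, which encodes viperin, had 62.1 and 147 in its 3'UTR on chromosome 2 from 7035909 to 7036399. CD274, which encodes PD-L1, had 160 and 178 in its 3'UTR on chromosome 9 from 5467844 to 5468462. IFI16, IFI6, IFITM2, OAS3 and PARP14 were among the other members. NLRC5, NMI and ZC3HAV1 held si-scramble-specific regions, 3 of 61. With the stronger part of each list by fold enrichment the odds ratio for si-ALKBH5 turned to 0.906. It was 1.53 without si-scramble replicate 1 and 1.54 without si-ALKBH5 replicate 1. With the false discovery rate limited to 10% it was 2.36 (Fisher's exact test, adjusted p = 0.943).

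NF-kappaB and cytokine genes held a si-ALKBH5-specific region in 5 of 28 cases, among them TNFAIP3, BIRC2 and REL, with an odds ratio of 3.01, Fisher's exact p = 0.0374 and adjusted p = 0.203. BIRC2 and TNF held si-scramble-specific regions, 2 of 28. The odds ratio for si-ALKBH5 turned to 0.816 with the stronger part of each list, and it was 1.18 without si-ALKBH5 replicate 1 and 1.5 without si-ALKBH5 replicate 2. With the false discovery rate limited to 10% it was 1.32 (Fisher's exact test, adjusted p = 0.943). Of the 12 qPCR candidates, ADCY1, KDM4A, OASL and SLC52A3 held a si-ALKBH5-specific region (odds ratio 6.93, Fisher's exact p = 0.00661, adjusted p = 0.0838). The study chose these candidates on these same samples, so their count is not independent evidence, and the odds ratio was 2.01 without si-ALKBH5 replicate 1 and 4.11 without replicate 2. Among apoptosis genes 6 of 43 held one, including CFLAR, an inhibitor of caspase 8 activation, with 3 regions, and FAS, a death receptor (Fisher's exact test, adjusted p = 0.321). BCL2L2, BIRC2, CASP2 and 1 other held si-scramble-specific regions, 4 of 43.

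Keratinocyte identity genes held si-scramble-specific regions in 10 of 56 cases (17.9%), against 6.62% of other genes. Among them were the keratin KRT10, the transcription factor SOX2 and the cytolinker DST. The SOX2 region lay in its CDS on chromosome 3 from 181430450 to 181431655, with fold enrichments of 153 and 206. The odds ratio was 3.06, with Fisher's exact p = 0.00361 and adjusted p = 0.0838. It was 1.62 without si-ALKBH5 replicate 2, 1.9 without si-scramble replicate 2 and 1.54 with the false discovery rate limited to 10%. HES1, NOTCH3, DST and 1 other held si-ALKBH5-specific regions, 4 of 56. Ribosomal protein genes, among them RPS15A, RPL29 and RPL31, held si-scramble-specific regions in 9 of 50 cases, with an odds ratio of 3.09, Fisher's exact p = 0.00535 and adjusted p = 0.0838. Against random genes with as many regions, the adjusted p of this list was 0.0251, and under the other settings it lay between 0.0602 and 0.943. Leaving out 1 library at a time gave odds ratios of 1.16 and 1.41 for si-scramble replicates 1 and 2, and of 1.55 and 1.52 for si-ALKBH5 replicates 1 and 2. Ribosomal protein genes have many near-identical processed pseudogenes, so their peaks may be uncertain, which was not tested. RPS3A held a si-ALKBH5-specific region, 1 of 50.

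Histone and chromatin modifiers held si-scramble-specific regions in 10 of 69 cases, among them BRD2, KMT2B and WHSC1 (odds ratio 2.39, Fisher's exact p = 0.0241, adjusted p = 0.153). The odds ratio was 1.46 with the false discovery rate limited to 10%, and it lay between 1.91 and 3.02 with 1 library left out. The count was 1.15 times that of random genes with as many regions. SETD1B, KDM5A, ASXL1 and 4 other members of that list held si-ALKBH5-specific regions, 7 of 69, and ASXL1 and WHSC1 held regions of both kinds. Among m6A machinery genes ALKBH5 and ELAVL1, which encodes the RNA-binding protein HuR, held si-scramble-specific regions, 2 of 24, and 0 held a si-ALKBH5-specific one. In all, 0 of 38 list tests passed an adjusted p of 0.05, while 4 of 19 lists in si-ALKBH5 and 3 of 19 in si-scramble had an unadjusted p below 0.05. The same tests in the mixed pairs of libraries gave between 0 and 3 lists.

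The remaining lists had adjusted p-values of 0.458 or more, and they are described by their counts. For cell cycle genes, 5 of 69 held si-ALKBH5-specific regions, including the mitotic genes CENPE and NUSAP1 and CDH1, whose symbol stands for E-cadherin, an adhesion protein. FOXM1, CDK6, YWHAB and 3 others held si-scramble-specific ones, 6 of 69. POLD3 and RFC1 were the 2 of 36 DNA replication genes with a si-ALKBH5-specific region, and 0 had a si-scramble-specific one. Among p53 targets GADD45B, PHLDA3 and FAS did, 3 of 34, against 0. Migration and invasion genes gave 6 and 5 of 50, with ROCK1 and ITGB6 in si-ALKBH5 and SNAI2, VCL and ITGB4 in si-scramble. HNSCC driver genes gave 4 and 4 of 45, with CCND1, CYLD and KMT2C among them against LATS1 and SOX2. Immediate early genes gave 4 and 1 of 41, with EGR1, DUSP6 and HES1 against ZFP36L2. Antigen presentation genes gave 1 and 3 of 20, with ERAP1 in both and NLRC5 in si-scramble. Glycosaminoglycan synthesis genes gave 4 and 2 of 42, with B3GAT3, SDC3 and CHPF2 against XYLT2 and NDST1. Genes named ZNF with a number, not all of which carry a KRAB domain, gave 28 and 15 of 311, with ZNF706, ZNF33B and ZNF385A against ZNF117, ZNF629 and ZNF343. Markers of other cell types gave 0 and 0 of 8.

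**Figure D3:**
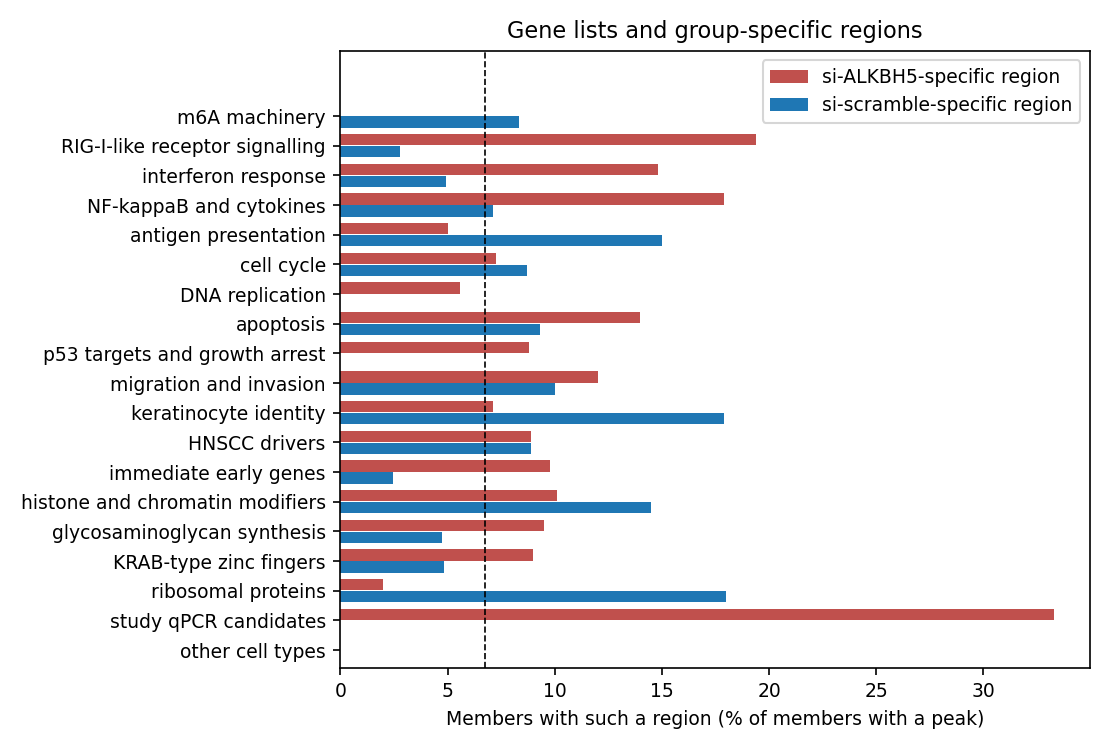
Share of the members with a peak (horizontal axis, percent) that held a si-ALKBH5-specific (red) or si-scramble-specific (blue) region in each of the 19 gene lists, and the share among other genes for si-ALKBH5 (dashed line). RIG-I-like receptor signalling reached 19.4% and keratinocyte identity 17.9%, and 0 of 38 tests passed after adjustment.

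Of 1186 tests on 590 GO terms and pathways, 0 passed an adjusted p of 0.05 in one-sided Fisher's exact tests and 71 had an unadjusted p below 0.05. The lowest p-value was for adherens junction genes with si-scramble-specific regions, 12 of 52 (one-sided Fisher's exact test, adjusted p = 0.115). These were cell contact genes such as TJP1, VCL and ACTN1, of which TJP1 and ACTN1 were chosen after their values were seen.

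To ask whether peaks moved along transcripts, their positions were compared. The CDS held 45.8% and 48.2% of placed peaks in si-scramble and 47.5% and 48.1% in si-ALKBH5, with means of 47.0 ± 1.76% and 47.8 ± 0.42% (SD, n = 2 per group, exact permutation p = 1.0). The 3'UTR held 47.6 ± 1.86% and 46.7 ± 0.897%, and the 5'UTR 5.4 ± 0.105% and 5.49 ± 0.477% (SD, n = 2 per group). Among specific regions the CDS share was 47.8% for si-ALKBH5 (322 of 673, 95% Wilson interval 44.1 to 51.6) and 45.5% for si-scramble (303 of 666, 41.8 to 49.3). The difference of 2.35 percentage points had a Fisher's exact p = 0.411. With lists of equal length it was 2.2 points (Fisher's exact p = 0.442). It was 4.4 points with an overlap of 50% of the shorter peak (Fisher's exact p = 0.11). In the stronger part of each list it was 6.2 points (Fisher's exact p = 0.068). It was 5.4 and 9.32 points when a si-scramble library was left out and -2.36 and -3.55 when a si-ALKBH5 library was left out. The group left with 1 library then takes in regions of 1 library, whose CDS share was 41.9%, so these signs do not show dependence on a library.

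**Figure D4:**
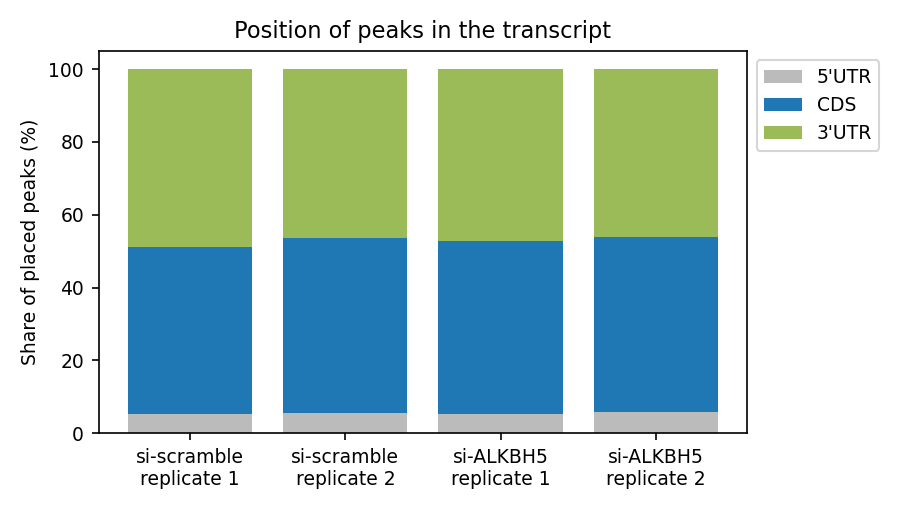
Share of placed peaks (vertical axis, percent) in the 5'UTR, CDS and 3'UTR in each of the 4 libraries. The CDS share lies between 45.8% and 48.2%.

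The GGAC core of the m6A consensus was present in the central 100 bases of 37.9% and 39.6% of si-scramble peaks and 38.4% and 39.4% of si-ALKBH5 peaks. Windows beside the peaks in the same genes held it in 28.4% and 29.6%, and in 29.2% and 30.4%. GGAC was present in 36.2% of peaks in regions of 1 library (95% Wilson interval 35.3 to 37.1) and 40% of peaks in regions of 4 libraries (39.1 to 40.9). The peaks of si-ALKBH5-specific regions held it in 40.2% (37.6 to 42.8) and those of si-scramble-specific regions in 38.3% (35.7 to 40.9). The wider RRACH consensus was present in 79.8% of all peaks and 74.4% of control windows.

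**Figure D5:**
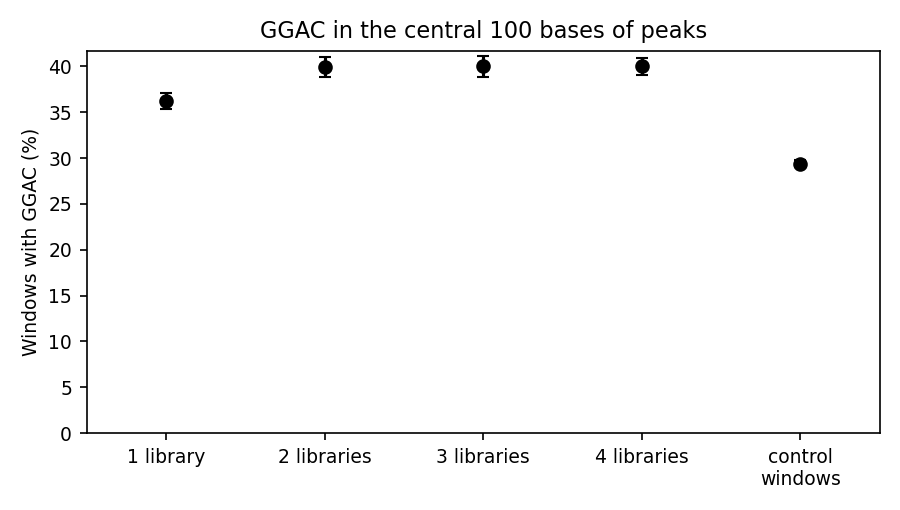
Share of windows with GGAC (vertical axis, percent) by the number of libraries in which the region was called, and in control windows beside peaks. Points are shares and bars 95% Wilson intervals, with 36.2% for 1 library, 40% for 4 libraries and 29.4% for control windows.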

Values the study reported

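The study reported 2080 unique m6A peaks in control cells and 1962 in ALKBH5-deficient cells. It reported 1172 and 1071 unique m6A-modified genes in these cells, in the same order. It also reported 171 genes that differed in both expression and m6A modification. Its rule for a unique peak is not stated, and it described unique genes as those with no common m6A peak. These counts are therefore not the same measure as the group-specific counts above. The study further described a relative rise of m6A in the CDS that depended on ALKBH5.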

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

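The limit on the false discovery rate and every value of the ratio of group-specific to mixed-pair regions under another setting were chosen after the data were seen. The ratio lay between 0.998 and 1.05 under the alternatives, inside its interval in the main setting. With the false discovery rate limited to 10%, si-ALKBH5-specific regions fell to 267, against 872 in si-scramble and 359 to 625 in mixed pairs, since 49.9% and 33.1% of si-ALKBH5 peaks exceed that limit. With the stronger part of each list, si-ALKBH5-specific regions numbered 466 and si-scramble-specific regions 429, against 395 to 463 in mixed pairs. The GGAC share exceeded its control by 10.4 percentage points in that part and by 11.2 with a window of 200 bases, against 9.42. Of the 64 named genes with a si-ALKBH5-specific region, 32 kept one in the stronger part of each list and 27 under the limit of 10%, and of the 48 with a si-scramble-specific region 25 and 34 did. Named regions thus included weak calls beyond ALKBH5, such as a CDH1 peak in si-ALKBH5 replicate 2 with a false discovery rate of 84.7%. An ITGB4 peak in si-scramble replicate 1 had 100%. In the stronger part of each list the odds ratios were 0.906 for interferon response and 0.816 for NF-kappaB and cytokines, and the cause was not tested. Against random lists matched on regions per gene, 1 list passed among si-scramble-specific regions, ribosomal proteins.

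Leaving out 1 library leaves a group with a single list, which raises the counts by construction and can shift the odds ratios of the gene lists with them. si-ALKBH5-specific regions then numbered 1261 to 3623 and si-scramble-specific regions 1301 to 3745, and genes in one group alone 778 to 1051 and 840 to 1115. The peak difference turned to 18.5 without si-scramble replicate 2, its lowest value being -166.0. The CDS share of peaks differed by -0.435 to 2.05 points and that of specific regions by -3.55 to 9.32, the latter also shifted by construction. Between 0 and 2 lists passed for si-ALKBH5 and 0 and 1 for si-scramble, with histone and chromatin modifiers in both directions without si-scramble replicate 2 and without si-ALKBH5 replicate 1. The others were the qPCR candidates and ribosomal proteins, the latter with fewer hits than other genes (odds ratio 0.244).

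With replicate number as a block, the differences were -73.5 peaks, -94.0 genes and 0.808 points of CDS share, equal to the unpaired ones by construction, and an exact sign-flip test of 2 pairs cannot give a p below 0.5. Libraries with the same number did not deviate together over regions (correlation -0.00207), so the numbers were not taken to pair them. Depth is unknown and limits every statement on absent peaks.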

Other observations

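The tests of list length, of strong regions, of the choice of lists and of the rank of the DDX58 peak were chosen after the results were seen, as were the counts of regions called in both libraries of one group but not in both of the other. Those regions numbered 1942 for si-scramble and 1856 for si-ALKBH5, and the corresponding genes 1366 and 1262. Pairs that mix the groups gave 1852 to 1902 regions and 1230 to 1375 genes. The CDS share was 50% in these si-ALKBH5 regions and 46.3% in the si-scramble ones (Fisher's exact p = 0.0252, not adjusted), against differences of -1.16 and -1.84 percentage points for the 2 mixed splits.

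Regions of 1 library lay in the 5'UTR in 8.86% of cases (95% Wilson interval 8.34 to 9.41) and regions of all 4 libraries in 2.37% (1.84 to 3.05). With peaks in 10 classes by p-value, 69.3% of the weakest class had a peak of another library in their region. That share was 56.0% in class 4 and 81.8% in class 9. The share with another library was thus lowest between weak and strong calls. With classes by fold enrichment that share was 74.7% in the lowest class and 72.7% in the highest.

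Group-specific regions were about as many as those of mixed pairs. If calls near the threshold hid a group difference, regions strong in both lists would show it. Among regions whose peaks lay in the stronger part of both lists by p-value, the ratio to mixed pairs was 1.07 (95% bootstrap interval 0.918 to 1.24). With the libraries held fixed, this argues against a large hidden excess in both groups at once. The ratio is a geometric mean over both groups and dampens an excess in a single group, so it does not decide that case. Strong si-ALKBH5-specific regions numbered 128 and strong si-scramble-specific ones 145, against 99 to 148 in mixed pairs. With lists of equal length the counts were 703 for si-ALKBH5 and 663 for si-scramble, against 646 to 700 in mixed pairs, and the ratio was 1.02 (95% bootstrap interval 0.952 to 1.09), but this ratio cancels list length by construction and the lists differed little in length, so that setting tests nothing. Changes in m6A of any size that do not add or remove a peak stay open, since peak presence does not measure them.

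RIG-I-like receptor, interferon and NF-kappaB genes together held si-ALKBH5-specific regions in 21 of 123 cases, which may reflect the choice of these lists. Against random genes with as many regions the combined lists had a two-sided permutation p of 0.0016. That outcome had been written down beforehand as evidence against the number of regions per gene, but these lists were put together because each had a low p-value, so it does not exclude that number. Taken singly, the RIG-I-like receptor, interferon and NF-kappaB lists had 2.35, 1.77 and 2.34 times as many genes with such a region as random draws, with adjusted permutation p between 0.405 and 0.625. When the best 3 of 18 lists, the 19 without the qPCR candidates that the study chose on these samples, were chosen anew in each of 2000 random draws, a union at least as extreme arose with p = 0.398, and the best 3 lists for si-scramble reached a lower one-sided Fisher's exact p (4.52e-06) than these (6.91e-05). Mixed pairs gave at most 12 members of these lists, below the lower 95% bound of the observed count (13.4). That outcome had been written down beforehand as evidence against differences between single libraries, but the lists were picked by the si-ALKBH5 result and the mixed pairs were given no such choice, so it decides nothing. Of the 21 genes, 81.0% (95% exact interval 58.1 to 94.6) had a si-scramble peak, which argues against transcripts too scarce for peak calling in si-scramble as the whole cause. Differences in abundance between the groups were not tested.

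DDX58 peaks were called in si-ALKBH5 replicate 1 and in no other library. By p-value the 3'UTR peak lay at percentile 0.203 of its list, so it may be a background call. Weak peaks were nonetheless often shared with another library, as above, and a background call and a weakly enriched site cannot be told apart from 1 library. The study also reported m6A enrichment in the DDX58 3'UTR after ALKBH5 knockdown by immunoprecipitation and PCR, in Cal27 and a further line. A reporter assay with mutated m6A sites was reported as well. From its m6A sequencing the study also showed signal over the DDX58 3'UTR, and it reported relatively high DDX58 methylation against the control. Its methods screened differentially methylated sites by fold change, which the presence or absence of a peak does not measure. Those measurements lie outside the peak lists and were not examined here. Over all peaks GGAC was enriched over controls by a ratio of 1.32 on the assigned strand and 0.94 on the opposite strand. That outcome had been written down beforehand as evidence against a wrong strand, but it is an average over all peaks and does not test these. In DDX58 the opposite strand held more motifs, 1 GGAC and 6 RRACH against 0 and 1 in the 3'UTR peak, and 2 and 4 against 1 and 4 in the CDS peak. A wrong strand stays open.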
